A study of Mus musculus with 64 samples. Its data were reported in "Temporal and context-dependent requirements for the transcription factor Foxp3 expression in regulatory T cells" (2025).

How the data were processed

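RNA was measured by bulk sequencing in 64 mouse libraries of regulatory T (Treg) cells or of cells that transcribe a non-functional Foxp3 allele. The deposited values are raw read-pair counts per gene, which the authors made by alignment to the GRCm39 genome and counting with featureCounts over GENCODE gene names, without using strand. Per the file headers, the counts of the 20 degron libraries were restricted to primary, non-chimeric alignments with a mapping quality of at least 30. The headers of the other 44 libraries show no such restriction, although the methods of the study state it in general. Every comparison of groups therefore stays within one counting setting, while the correlations between experiments, the thymus gene sets tested in the reversible-allele libraries and the comparison of listed genes with the resting day 28 effect span both. Counting without strand can assign reads of overlapping antisense genes to either gene, and genes with near-identical copies are uncertain. All per-sample columns given were used.

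Samples were grouped by their labels. For the 12 adult degron libraries the records contradict each other. Each of these files is attached to a sample of one genotype, while the library name in the file header is the one the labels give to a sample of the other genotype. The files were assigned by the library name in the header, a choice made before any count was read, and not by the recorded attachment. The genotype in the deposited file names is that of the header. Under the attachment, every log2 fold change of the adult degron contrasts has the opposite sign. For the 8 infant libraries, title and library name give one genotype and the genotype field gives the other. They are called titled TIR1 and titled WT, and the labels do not settle the direction of that contrast. Foxp3 mRNA was not used to settle either case, since no difference in it passed the threshold in these contrasts.

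Counts were normalised with TMM factors and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 with robust estimation. Genes needed a mean count of at least 10 over the libraries of a fit, and a gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. Each genotype contrast was fitted on its own libraries. The contrasts of the reversible allele were fitted over the 22 libraries of one cell state, with one mean per group. Standard errors were derived from the fold change and the F statistic. CPM values printed for single groups are counts scaled to a common library total, without TMM factors. The progress index is the slope through the origin, across genes, of the log2 difference between plusFoxp3 and minusFoxp3 cells on the log2 difference between GFP Treg cells and untreated minusFoxp3 cells. It used log2 CPM with a prior count of 2 and the genes called in the latter contrast with an absolute log2 fold change of at least 1. The value without any effect was taken from 20 simulated data sets per state. Genes selected for a large difference overstate it, so a full effect gives a slope below 1. No full effect was simulated.

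The genes named in the text, except Gt(ROSA)26Sor, follow a rule fixed before the data were examined. The rule takes Foxp3, 11 genes named by the study, and up to 3 genes per direction with the largest change among called genes with a mean of at least 100 counts and no overlap between groups. Alternatives were RLE size factors, no count filter, DESeq2 1.42.0, a replicate block, leaving out each replicate, thinning, other filters and other sets of libraries. Correlations and gene sets had been planned over called genes. Too few genes were called for this, so correlations were computed over all genes tested in both contrasts, as also listed before the data were examined, and gene sets were taken from the DESeq2 alternative.

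The scripts were tested on simulated counts with 200 genes changed, all with a mean of at least 100 counts. Recovery for genes with lower counts was not simulated. The simulated spread was the one edgeR estimated, so the comparison with DESeq2 is not neutral. For 2-fold changes, edgeR recovered 53.5% of them in the thymus design, 21% in the active design and 83.5% in the infant design. Of its calls there, 5 of 112, 4 of 46 and 11 of 178 were false. In the day 28 contrasts of the reversible allele it recovered 16% in resting and 35% in active cells, so the 2 states differ in what could be called. For 4-fold changes the shares were 82.5%, 78.5% and 97.5% in the degron designs and 86.5% and 88.5% in resting and active cells. For 2-fold changes in the degron designs DESeq2 recovered 64.5%, 49% and 88%, and 24.1%, 40.6% and 15.4% of its calls were false. No 2 replicates agreed within sampling noise, since the chi-square per gene was at least 17.3 over 46 pairs.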

Results

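Bulk RNA-seq covered 64 libraries in 28 groups. In the degron experiment, mice carried Foxp3 fused to an auxin-inducible degron (AID), which the plant ligase TIR1(F74G), expressed from the ROSA26 locus, marks for destruction when 5-ph-IAA is given. Treatment lasted 7 days. Thymic CD73-negative Treg cells and active Treg cells of adults had 3 TIR1 and 3 WT libraries each, and infants had 4 and 4. In the reversible-allele experiment, a stop cassette keeps Foxp3 off until CreERT2 is activated by 4-hydroxytamoxifen (4-OHT). PlusFoxp3 cells carried CreERT2 and minusFoxp3 cells did not. The study sorted treated plusFoxp3 cells by the GFP that marks restored Foxp3, and minusFoxp3 cells as GFP-negative. The groups therefore differ by this sorting too, which in part sets their difference in Foxp3 mRNA. Resting and active cells were each collected without treatment (day 0) and at days 3, 7, 14 and 28, with 2 libraries per group, beside 2 libraries of GFP-marked Treg cells per state. Library totals were 27753211 to 34029692 read pairs in the adult degron libraries, 33704114 to 55801009 in infants and 35097257 to 57419138 in the other 44.

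Foxp3 (chromosome X, 7439883 to 7461484, GRCm39) was examined first in each experiment. In the thymus its level was 156 ± 12.1 CPM (SD, n = 3) in TIR1 and 161 ± 18.8 CPM (SD, n = 3) in WT libraries. Active cells had 84.5 ± 8.39 CPM (SD, n = 3) in TIR1 and 110 ± 14.9 CPM (SD, n = 3) in WT libraries. Neither difference passed the threshold, with edgeR adjusted p-values of 0.988 and 1.00. The active libraries of the 2 groups did not overlap, as chance gives for 10% of genes in 3 against 3 libraries. Infants had 352 ± 23.5 CPM (SD, n = 4) in libraries titled TIR1 and 371 ± 55.7 CPM (SD, n = 4) in those titled WT. The edgeR adjusted p-value there was 0.826. These mRNA values do not settle the genotype labels. In resting cells of the reversible allele at day 28, Foxp3 was at 571 ± 63.1 CPM (SD, n = 2) in plusFoxp3 and 57.5 ± 2.83 CPM (SD, n = 2) in minusFoxp3 libraries. The active cells gave 593 ± 1.55 CPM (SD, n = 2) and 51.3 ± 9.86 CPM (SD, n = 2).

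The degron contrasts ask what the loss of Foxp3 protein changes in nascent, mature and infant Treg cells. Per the study, adult libraries came from heterozygous females, which keep Treg cells with the unmodified Foxp3 allele. Its neonatal experiments used hemizygous males, which developed autoimmune disease under longer degradation. The infant contrast can therefore include effects of disease, and infants and adults also differ in sex. No gene was called in the thymus among 14245 tested, and 1050 had an unadjusted p-value under 0.05. No gene was called in active cells among 14554 tested, and 672 had an unadjusted p-value under 0.05. DESeq2 moved the thymus result most, with 156 genes called. On simulated counts of the thymus and active designs, edgeR recovered 53.5% and 21% of 2-fold changes and 82.5% and 78.5% of 4-fold changes. The changed genes there had a mean of at least 100 counts, so recovery of genes with lower counts is not known. The difference between the thymus and active effects, tested as an interaction, also called 0 genes, with 984 at an unadjusted p-value under 0.05.

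Of 7 genes listed before the data were examined as activated by Foxp3, 7 were lower in thymic TIR1 libraries, and of 4 listed as repressed, 4 were higher. Adjusted over the list alone, 5 and 4 of them passed, while none did so over all genes tested. Id2 (chromosome 12, 25143798 to 25147139) was at 121 ± 2.23 CPM (SD, n = 3) in TIR1 and 55.3 ± 6.69 CPM (SD, n = 3) in WT libraries, a log2 fold change of 1.12 (SE 0.12, edgeR adjusted p = 0.0606). In active cells 6 of the 7 activated genes were lower and 1 passed over the list alone, and 4 of the 4 repressed genes were higher and 0 passed. In infants 3 of the 7 activated genes were higher and 4 lower in libraries titled TIR1, and 3 of the 4 repressed genes were higher and 1 lower, with 2 and 3 passing over the list alone. The adult directions rest on the library names in the file headers, which match the deposited file names in genotype. They are opposite if the recorded attachment of the files holds.

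In infants, 3 of 16209 genes were called, all higher in the libraries titled TIR1. Jun (chromosome 4, 94937271 to 94940459) was at 189 ± 19.1 CPM (SD, n = 4) against 86.6 ± 2.56 CPM (SD, n = 4), with a log2 fold change of 1.14 (SE 0.08, edgeR adjusted p = 0.000231). Tgm2 and Ube2l6 had log2 fold changes of 2.15 and 1.29, both with an edgeR adjusted p of 0.0171. This count depended on library titled WT replicate 4 and on the method. Without that library, 1774 genes were called, 1057 higher and 717 lower. With all 8 libraries, DESeq2 called 1107 genes, 592 higher and 515 lower. The edgeR fit without the count filter called 149, 88 higher and 61 lower. Title and genotype field disagree in all 8 infant libraries, so the genotype behind the direction is not settled.

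**Figure D1:**
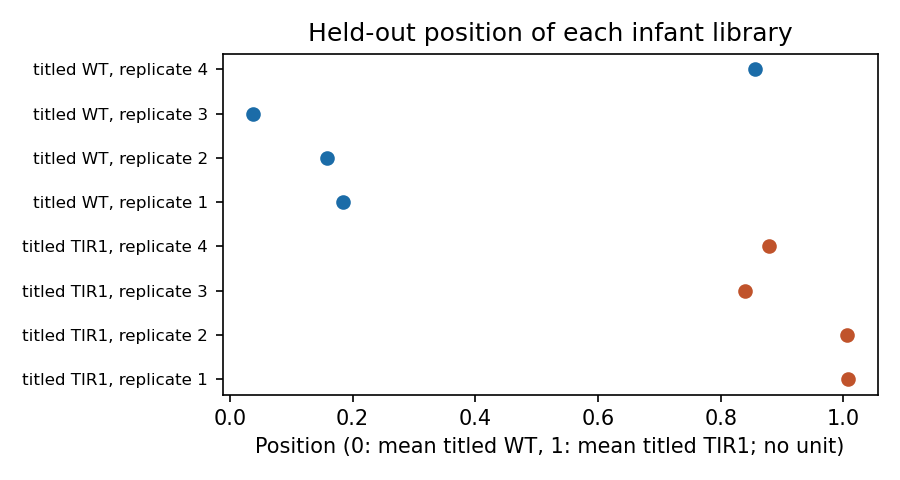
Position of each infant library (x axis, no unit) between the mean of the libraries titled WT (0) and titled TIR1 (1), on genes called without that library and without titled WT replicate 4. Titled WT replicate 4 lies at 0.856, while the other titled WT libraries lie between 0.0369 and 0.185.

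The reversible allele asks how far and how fast Foxp3 restores the Treg programme. In resting cells 1, 10, 12, 55 and 194 genes were called at days 0, 3, 7, 14 and 28, and in active cells 1, 57, 118, 152 and 385. Of 20520 genes tested in resting cells, 2219 had an unadjusted p-value under 0.05 at day 0 and 1826 at day 28. In active cells 951 and 2281 of 20776 did. The low count of calls at day 0 therefore does not show that resting groups were equal before treatment. At day 28, 111 genes were higher and 83 lower in resting plusFoxp3 cells, and 187 were higher and 198 lower in active ones. Without the count filter the counts rose most, to 884 in resting and 1174 in active cells at day 28. Il17a (chromosome 1, 20801129 to 20804720) fell in active cells at day 28 from 352 ± 55.2 CPM (SD, n = 2) to 4.15 ± 2.7 CPM (SD, n = 2), with an edgeR adjusted p of 1.01e-06. Mmp9 (chromosome 2, 164782700 to 164797770) rose in active cells from 6.94 ± 1.73 CPM (SD, n = 2) to 277 ± 170 CPM (SD, n = 2), with an edgeR adjusted p of 3.58e-05. The difference between the resting and active effects at day 28, tested itself, called 17 genes.

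GFP Treg cells differed from untreated minusFoxp3 cells in 597 genes in the resting and 2079 in the active state. Against plusFoxp3 cells at day 28, 7 genes differed in the resting and 417 in the active state, of which 338 were lower in GFP Treg cells. The progress index rose in resting cells from 0.128 ± 0.0445 (SD, n = 2) at day 0 to 0.561 ± 0.0152 (SD, n = 2) at day 28, over 502 genes. In active cells it rose from 0.0505 ± 0.0113 (SD, n = 2) to 0.439 ± 0.0675 (SD, n = 2), over 1639 genes. Day 0 shares its minusFoxp3 libraries with the reference, and simulated data without any effect gave 0.0884 and 0.0586 there. The resting mean at day 0 lay above the simulated range of 0.0636 to 0.113. The active mean lay inside its range of 0.0474 to 0.0683. The value of a full effect was not simulated, so the index is not a share of the programme restored. The 2 states used different genes, so their values do not rank the states.

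**Figure D2:**
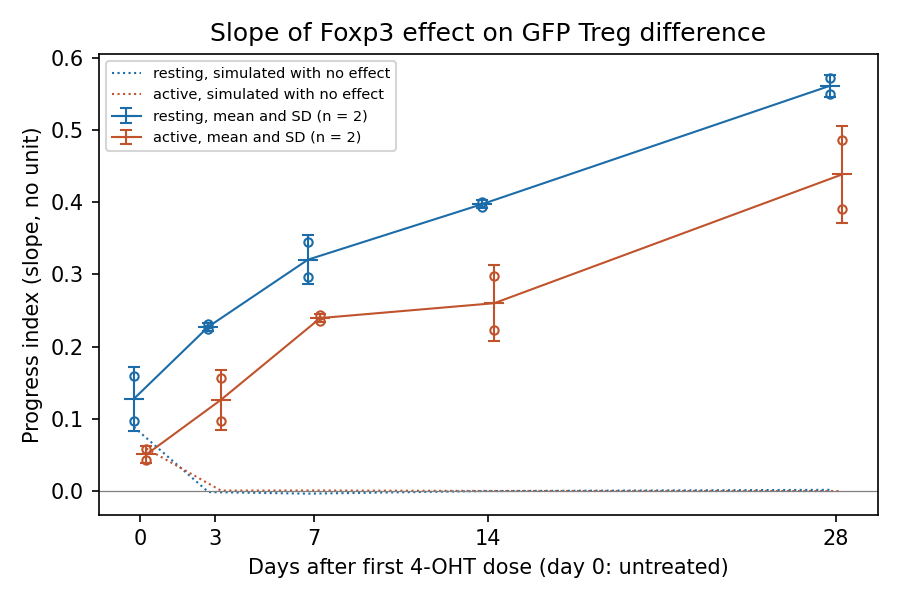
Progress index (y axis, slope without unit) against days after 4-OHT (x axis) in resting and active cells, with circles for the 2 libraries, bars for mean and SD, and dotted lines for simulated data without an effect. The index was 0.561 in resting and 0.439 in active cells at day 28. The value of a full effect was not simulated.

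Across all genes, the degron effects hardly correlated with each other, with a Pearson r of 0.0122 between thymus and active cells, 0.0308 between thymus and infants and -0.0193 between active cells and infants. Genes are not independent replicates, so no p-value is given. Every tested gene had the same weight, and no gene was called in the thymus or in active cells. Noise makes such an r smaller, so these values do not show that the effects are unrelated. The study made its comparison of neonatal and thymic effects over differentially expressed genes. Against the Foxp3 effect at day 28 in resting cells, r was -0.0157 for the thymus, -0.0679 for active cells and 0.0461 for infants. In active cells of the reversible allele, the same 3 contrasts gave -0.0570, -0.0827 and -0.108. The 68 genes that DESeq2 called lower in the thymus were higher as a set at day 28 in resting and active plusFoxp3 cells, with fry adjusted p-values of 0.00134 in both, over 20 tests. They were lower at day 0 in resting cells, before any treatment (adjusted p = 0.00298). The genes called higher in the thymus were lower as a set at day 28 in resting cells (88 genes, adjusted p = 0.0376). No day passed in active cells (87 genes, adjusted p = 0.0589 at day 14 and 0.0793 at day 28).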

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

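The tests on the infant library and on the state difference were chosen after the results were seen. In the group of 4 infant libraries titled WT, replicate 4 lay far from the others for 3 genes: Tnfrsf18 at 201 CPM against 330 to 341, Tcf7 at 1775 CPM against 1339 to 1400, and Id2 at 132 CPM against 49.1 to 56.0. A check of 38 such groups of values flagged these 3, and chance flags about 1 in 20. On genes called without this library, it lay at 0.856 between titled WT (0) and titled TIR1 (1), inside the range of 0.840 to 1.01 of the held-out libraries titled TIR1. Of those genes, 13.0% lay nearer titled WT in this library, against 5.36% to 25.9% in the held-out libraries titled TIR1. The median log2 ratio to the other titled WT libraries was 3.84 for cytokine genes, inside the titled TIR1 range of 3.77 to 4.17 and outside the held-out titled WT range of -0.57 to 1.34. For CD8 and NK cell genes it was 0.75 (titled TIR1 0.31 to 0.90, titled WT -0.08 to 0.15), and for immediate-early genes -0.21 (titled TIR1 -0.24 to -0.07, titled WT -0.14 to 0.04). A single wrong label is therefore a candidate explanation. For proliferation genes the median was 1.14, between titled WT (-0.62 to 0.40) and titled TIR1 (1.26 to 1.93). For B cell genes it was 0.49, also between titled WT (-0.46 to 0.37) and titled TIR1 (0.66 to 0.95). For the listed repressed genes it was 0.21, inside titled TIR1 (-0.005 to 0.50) and outside titled WT (-0.06 to 0.07). For the listed activated genes it was -0.36, below titled TIR1 (-0.33 to -0.13) and titled WT (-0.05 to 0.05). Other values go against a wrong label. The 3 genes called with this library kept as titled WT separate it from titled TIR1, with Jun at 84.3 to 89.8 CPM in the 4 libraries titled WT and 171 to 215 CPM in the 4 titled TIR1, although that call required its agreement. For interferon genes the median was -0.69, below both the held-out titled WT libraries (-0.58 to 0.39) and those titled TIR1 (-0.55 to 0.10). The myeloid median was -0.35, also below both titled WT (-0.02 to 0.61) and titled TIR1 (-0.09 to 1.23). For double-positive thymocyte genes it was -0.20, inside titled WT (-0.30 to 0.35) and below titled TIR1 (0.02 to 0.46). Depth is argued against, since the position of titled WT replicate 4 was 0.868 after thinning. Marker lists of other cell types lay outside the range of the held-out titled WT libraries for 3 of the 4 lists with enough expressed genes, in both directions, and this does not decide whether other cells were present. A biological difference between animals stays open and was not tested.

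Between resting and active cells, the Foxp3 effect at day 28 differed for 17 genes by a test of the difference itself. With the replicate block the count was 28, which decides nothing about its cause. Each arm has 2 libraries, and a technical explanation cannot be told apart from a difference between the cell states.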

How the results depend on the processing

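Choices were fixed before the data were examined, except the assignment of adult files by attachment and the test of low counts, which were added afterwards. Under the attachment, the counts stayed at 0 and correlations reversed by construction: -0.0308 for thymus and infant, 0.0193 for active and infant, 0.0157 and 0.0570 for thymus against resting and active day 28, and 0.0679 and 0.0827 for active against resting and active day 28.

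DESeq2 called more genes: 156 in the thymus, 21 in active cells, 1107 in infants and 71 for the thymus against active difference. For the resting Foxp3 effect it called 45, 220, 147, 294 and 463 by day, and for the active effect 17, 264, 482, 518 and 793. Against GFP Treg cells it called 1036 at day 0 and 58 at day 28 in resting cells, and 2616 and 819 in active cells. Of those 819, 266 were higher and 553 lower in GFP Treg cells. For the resting against active difference it called 67. The share of false calls in simulated degron data bears on the degron counts. Without a count filter, the counts were 5, 2 and 149 for thymus, active and infant, then 353, 664, 493, 665 and 884 for resting and 337, 575, 996, 847 and 1174 for active cells by day. The Treg contrasts gave 1436 and 328 in resting and 2956 and 1217 in active cells, and the state difference 502. Of those 1217, 482 were higher and 735 lower in GFP Treg cells. In the 18 results that gained calls, 0% to 28.7% of the added calls had a mean count under 10, so most were not low-count genes themselves. Whether low-count genes act through the shared estimate of the spread was not tested.

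With only the 4 libraries compared, and so fewer samples, the resting effect gave 0, 204, 8, 8 and 28 genes by day. The active effect gave 0, 5, 4, 191 and 194 by day. The Treg contrasts gave 289 and 0 in resting and 1519 and 89 in active cells. Against the main fit, the count rose for the resting effect at day 3 (from 10) and the active effect at day 14 (from 152). The other counts fell. In the thymus, RLE size factors and filterByExpr each gave 1 gene and one fit of all 12 adult libraries gave 6. In infants, thinning gave 32 genes and the median over 16 choices of 3 against 3 was 1 (range 1 to 2127). With the replicate block, infants gave 7 genes and the state difference 28. Resting cells gave 16 at day 3 and 87 at day 14, and active cells 2 at day 0. With the block, the thymus higher set was called at 1 day in active cells, day 14 (fry adjusted p = 0.0498). Deviations of same-numbered libraries correlated between -0.0523 and 0.0399 in the 5 comparisons with 3 or more pairs. In the 10 comparisons with 2 pairs r was -0.0780 to 0.150, 9 of them positive. No label names a shared batch, so the samples were taken to share only a number, and the cause of these changes was not tested.

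Leaving out 1 replicate gave from 0 to 1 genes in active cells, from 1 to 1774 in infants and from 0 to 5 for the thymus against active difference. Correlations ranged from 0.00288 to 0.0649 (thymus, infant), -0.0135 to 0.0340 (thymus, active), -0.0620 to 0.0135 (active, infant), -0.0446 to 0.0172 and -0.0700 to -0.0298 (thymus against resting and active day 28), -0.0872 to -0.0397 and -0.106 to -0.0363 (active), and -0.0696 to 0.0788 and -0.131 to -0.0755 (infant). The progress index ranged in resting cells from 0.0962 to 0.159, 0.223 to 0.232, 0.296 to 0.345, 0.392 to 0.403 and 0.550 to 0.572 by day, and in active cells from 0.0357 to 0.0653, 0.0966 to 0.156, 0.215 to 0.264, 0.223 to 0.298 and 0.391 to 0.486. With untreated plusFoxp3 cells as the reference it was 0.236, 0.379 and 0.586 in resting cells at days 3, 14 and 28 and 0.222 in active cells at day 7; the cause was not tested. At day 0 that reference gave -0.0958 and -0.0683, which says nothing about stability, since sharing the plusFoxp3 libraries pulls the slope below 0 by construction.

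Of the values for single genes under each alternative, leaving out the attachment, 27 moved, 18 became called and 8 were no longer called. None reversed among genes called in either fit. Changes of sign in genes not called were not counted as reversed.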

Other observations

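All tests here were chosen after the results were seen, except the counts of other splits in the 3 degron contrasts. In the thymus and in active cells, 10 of the 10 splits of the 6 libraries gave at least as many called genes, since the real split called 0. In infants, 3 of the 35 splits did, and the split that exchanged titled TIR1 replicate 4 with titled WT replicate 4 called 174 genes. Exchanging titled WT replicate 4 with titled TIR1 replicate 3, 2 or 1 called 2, 1 and 0 genes. Exchanging replicate 1 of both groups called 10. For the thymus against active difference, 100 of 100 splits gave as many.

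A swap of the genotype labels would turn the correlation with the Foxp3 effect at day 28 positive. In active cells r was -0.0827 with active and -0.0679 with resting cells, negative in every fit that left out 1 library, and 10 of 11 listed genes moved opposite to the resting effect (9 to 11 when 1 library was left out), of which 1 passed over the list alone. The sign of both correlations goes against a swap under the assignment by header, but they are small. No r without an effect was computed, and fits that left out 1 library share the others. The correlations therefore do not decide it. In the thymus r with active cells was -0.0570, negative in every such fit, and -0.0157 with resting cells, where the sign changed in some. All 11 listed genes moved opposite to the resting effect there, in each fit that left out 1 thymus library. Of these, 9 passed over the list alone, which argues against a swap in the thymus. In infants the values conflict: r was 0.0461 with resting cells, with the sign changing, and -0.108 with active cells, where it did not, and 7 of 11 listed genes moved opposite to the resting effect, with 3 of the 5 that passed over the list alone doing so. A swap of the titles cannot be told apart from the titles as used.

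Mitochondrial genes had 0 counts in 56 libraries and 0.385% to 0.509% of counts in the 8 infant libraries. This is consistent with processing by the authors that differed between sequencing projects. Genes with at least 1 count numbered 16175 to 18127 in adult degron, 21499 to 22933 in infant and 31091 to 36066 in the other libraries.

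Gt(ROSA)26Sor, at the locus that holds TIR1 and named here after its values were seen, was at 34.2 ± 2.68 CPM (SD, n = 3) in thymic TIR1 and 54.0 ± 3.79 CPM (SD, n = 3) in thymic WT libraries. Active cells had 24.1 ± 2.04 CPM (SD, n = 3) in TIR1 and 32.0 ± 6.47 CPM (SD, n = 3) in WT libraries, and the libraries of the 2 groups did not overlap. Infant libraries titled TIR1 and titled WT had 18.3 ± 2.17 CPM and 18.1 ± 3.11 CPM (SD, n = 4 each).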
